A study of Mus musculus with 6 samples.

How the data were processed

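Nephron progenitors were isolated from up to 24 kidneys of a litter per library, by digestion for 15 minutes at 37 °C and positive selection with Itga8 antibodies on magnetic beads, per the labels' protocols. From each isolate, 50000 cells were lysed for 10 minutes and their nuclei were transposed with Tn5, per the labels' protocols. There were 3 libraries at E14.5 and 3 at P0, grouped and numbered by the source names of the samples. Each column of counts was matched to its library by the library's title, and 0 columns of sample values were left unmatched.

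The deposited table gave, per the file headers, a whole-number count for each region in each of the 6 libraries. The aligner, its genome build, the peak caller, the counting rule and any shift of reads for the Tn5 insertion site are not stated in the labels or the table. Whether duplicate reads were removed is not stated either, and the effect of these steps on the counts was not assessed. The same table held the authors' own comparison of the stages. Its log2 fold change and mean log2 expression, its score (the t statistic) and its p-value with an adjusted p-value were made by the authors with a model that the labels and headers do not describe. The deposited adjusted p-value equalled a Benjamini-Hochberg adjustment over all 45489 rows. These deposited columns were used only for the comparison given at the end of the report.

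Of the 45489 rows, 1966 repeated a region listed before, with identical values, and each of the 43523 distinct regions was counted once. A further 294 distinct regions overlapped an earlier one and were kept. Coordinates are 1-based, as in the table. The build is not named there. Gene identifiers were given names through the 27858 pairs of identifier and name in the table itself, none of which conflicted. By name, 20318 of the 26016 regions with a gene identifier matched the RefSeq gene table of assembly GRCm38.p6, and 99.98% of these lay on the chromosome of their gene. RefSeq was used for gene spans and neighbours, and no RefSeq coordinate is printed. The promoter, exon and gene classes are those of the table's annotation columns, whose promoter window is not stated, and a region with several classes was counted as promoter first and exon second.

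Regions were tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited, with TMM scaling, the filterByExpr filter (which removed 0 regions), estimated dispersions and the quasi-likelihood F test with stage as the only term. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. CPM were computed with TMM-scaled library sizes, and log2 CPM with a prior count of 1. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The depth ran from 6492996 to 12292629 counts in regions, and only 8 to 34 of the regions had under 10 counts in a given library. The fit was tested on simulated counts for 43523 regions, with 200 regions changed 2-fold. It called 75 of these and 11 unchanged regions, with median fitted log2 fold changes of 1.03 and -1.00 for raised and lowered regions, and called 2 regions where none was changed.

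Regions named in the text were the 5 with the largest fold change in each direction, among regions past the threshold in which every P0 library lay on the same side of every E14.5 library, plus those past it at the 26 preset genes. Preset genes without a region past a threshold enter the counts only, and an item among them is not reported here. The regions near Lin28a and Alx1, the remaining regions at Eya1 and the region with the most counts fall outside this rule and were chosen after their values were seen. Direction was tested with an exact binomial test, values per library with exact permutation tests, and location with Fisher's exact test, all two-sided. Genic location was compared with 100 shuffles that kept each region's chromosome and length, placed uniformly between the first and last region of the chromosome. Shares of counts of single libraries carry 95% Wilson intervals. Statistics were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib.

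Motif matches were taken as listed in the table's annotation, whose motif set and score threshold are not stated. The 54 of the 56 motif names found in at least 200 regions were compared with the number expected within strata of 5 length classes, 5 abundance classes and promoter status, with a normal approximation over regions adjusted by Benjamini-Hochberg. Names were also pooled into forkhead, Sox, E2F, AP-1, Smad and Meis families, to which Maz was added. Regions within 10 kb of 5 marker gene lists (stromal, endothelial, ureteric, immune and nephron) were tested with fry and camera of limma 3.58.1, and each list's median was placed among 10000 random sets matched by stratum. No gene stood in more than 1 of these lists, and 0 were among the preset genes.

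Alternatives set before the data were examined were DESeq2 size factors, total-count scaling, a loess trend, the Wald test of DESeq2 1.42.0, a minimum of 10 counts in every library, no filter, a block for replicate number, each library left out in turn, autosomes only, a threshold of 0.01, other flanks around the preset genes and other ways of counting genic location. Those added after the data were seen were all rows as deposited, leaving out the 10 regions with the most counts, total-count scaling without these, a surrogate variable from sva 3.50.0, limma-voom and a threshold of 0.1. The DESeq2 test gave no adjusted p-value for 1 region.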

Results

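Chromatin accessibility was measured in mouse nephron progenitor cells, the population of the outer kidney that gives rise to the epithelium of the nephrons. The cells came from CD1 mice at the embryonic stage E14.5 and at the day of birth (P0), with 3 libraries per stage, each from the pooled kidneys of 1 litter. They were selected with magnetic beads carrying antibodies against Itga8, a surface integrin of these cells. The assay was ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open DNA, so that the count in a region reflects how accessible it was. The comparison asked which regions differed in accessibility between progenitors of the midgestation kidney and those of the newborn kidney.

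In total, the count table held 43523 distinct regions with a median length of 1599 bp, and the merged regions covered 72.5 Mb. Counts in regions totalled 8914777, 11088627 and 8859856 in E14.5 replicates 1, 2 and 3, and 9480788, 6492996 and 12292629 in P0 replicates 1, 2 and 3. The median count per region ranged from 100 in P0 replicate 2 to 177 in P0 replicate 3. One region on chromosome 1, from 24611594 to 24616129, took more counts than any other region. Its share was 11.82% in E14.5 replicate 1 (95% Wilson interval 11.80% to 11.85%) and 5.95% in P0 replicate 3 (5.93% to 5.96%), the highest and the lowest of the 6 libraries. Such intervals cover counting error alone. Whether so large a share in 1 region of 4536 bp reflects accessibility was not examined. Within each stage, no pair of libraries agreed within sampling noise, with a chi-square per degree of freedom of 5.33 to 17.7. This shows only that no library was listed again under another name, since any difference in preparation also exceeds sampling noise. All 6 libraries entered as separate replicates.

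Replicates were compared by the Pearson correlation of log2 CPM (counts scaled to a common library total) across regions, which are not independent replicates. The 6 pairs within a stage had a mean correlation of 0.902 ± 0.0311 (SD), and the 9 pairs between stages one of 0.845 ± 0.0377 (SD). The ranges overlapped: pairs within a stage ran from 0.846 to 0.937 and pairs between stages from 0.784 to 0.912. The highest value between stages belonged to E14.5 replicate 2 and P0 replicate 3, and it exceeded the 0.846 between P0 replicates 2 and 3. The first principal component held 43.9% of the variance and separated the stages, with all E14.5 libraries below 0 and all P0 libraries above 0. The second held 25.3% and spread the libraries within each stage.

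Each library was summarised in 3 measures, compared with a two-sided exact permutation test, for which 3 libraries against 3 allow no p below 0.1. Total counts in regions also depend on sequencing depth and yield, so they do not measure accessibility. The share of the top 1% includes the region with the most counts. Promoter regions took 59.7% ± 3.15 of the counts at E14.5 (SD, n = 3) and 56.2% ± 2.85 at P0 (SD, n = 3; exact permutation p = 0.3). The 1% of regions with the most counts took 19.3% ± 3.81 at E14.5 and 17.3% ± 2.61 at P0 (SD, n = 3 each; exact permutation p = 0.4). Total counts in regions were 9621087 ± 1271224 at E14.5 and 9422138 ± 2900261 at P0 (SD, n = 3 each; exact permutation p = 1). None of the 3 differences exceeded the spread between replicates by this test. Leaving out E14.5 replicate 2 turned the lower total at P0 into a higher one, by 534821 counts, and leaving out P0 replicate 2 did so by 1265622 counts.

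Of the 43523 regions tested with edgeR's quasi-likelihood test, 2059 (4.73%) differed between P0 and E14.5 at a Benjamini-Hochberg adjusted p under 0.05. At P0, 778 of them were more accessible and 1281 less accessible. At an unadjusted p under 0.05 the number was 8140. Over all regions tested, all P0 libraries lay on one side of all E14.5 libraries in 24.2%, where chance gives 10%. The changed regions, which were selected for a difference between the stages, showed this in 2056 of 2059. The median log2 fold change was 1.05 among the regions higher at P0 and -1.20 among those lower, and 1445 regions changed at least 2-fold. The count depended most on single libraries: without E14.5 replicate 3 it was 339, without P0 replicate 1 it was 474, and without E14.5 replicate 1 it was 1099. The biological coefficient of variation was 0.211. In simulated counts of the same depth and spread, with 200 of 43523 regions changed 2-fold, the test recovered 37.5% of the changed regions. It called 75 of these and 11 unchanged regions. The share recovered after adjustment depends on how many regions change, so it does not measure the sensitivity of the test on the real counts.

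**Figure D1:**
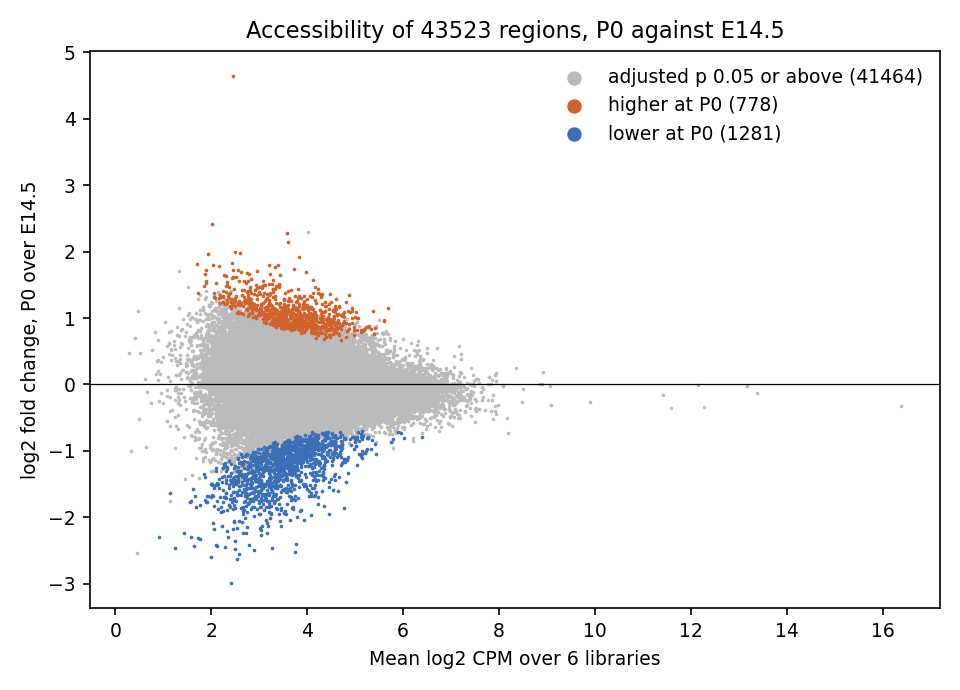
Log2 fold change of P0 over E14.5 against the mean log2 CPM over the 6 libraries, 1 point per region. The 778 regions higher at P0 and the 1281 lower at P0 (edgeR, adjusted p under 0.05) are coloured, and the remaining regions are grey.

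Regions higher at P0 made up 37.8% of the changed regions, a departure from equal numbers in an exact two-sided binomial test (p = 1.02e-28) that treats regions as independent. The direction rested on E14.5 replicate 2. Without that library 2987 regions passed, 1692 higher and 1295 lower at P0, so that 56.6% were higher. In the 5 fits that each left out a different library, from 15.0% to 38.5% of the changed regions were higher. With scaling to total counts the share was 45.1%, the largest shift under any of the scalings tried.

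**Figure D2:**
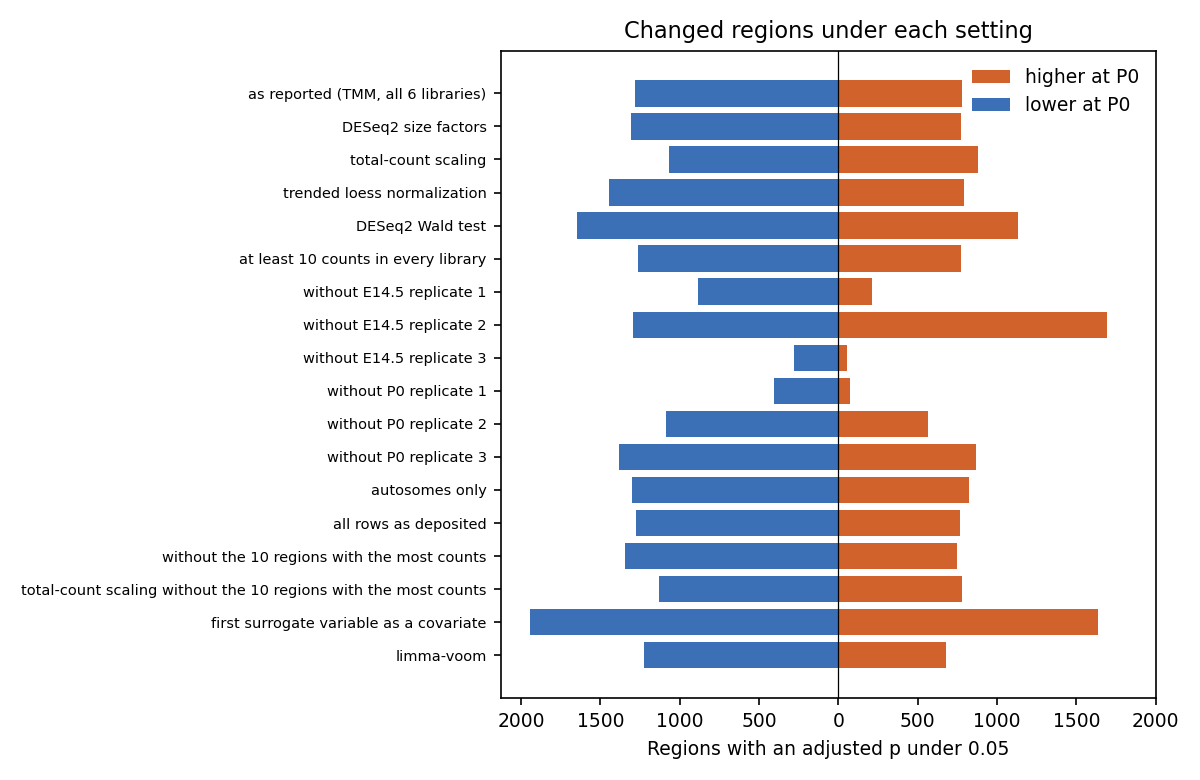
Number of regions with an adjusted p under 0.05 that were higher (right) and lower (left) at P0, for the reported fit and for fits that changed 1 setting or left out 1 library. Without E14.5 replicate 2, 1692 regions were higher and 1295 lower, whereas without P0 replicate 1 the numbers were 71 and 403.

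The 5 regions with the largest gains at P0 and the 5 with the largest losses, among changed regions whose groups did not overlap, were chosen by a rule set in advance. Positions were those of the count table, which named no genome build, and neighbouring genes were taken from RefSeq. The largest gain lay between genes on chromosome 3, from 35680482 to 35680979, with Sox2 and Atp11b as the flanking protein-coding genes. It rose from 1.26 ± 0.358 CPM at E14.5 to 31.7 ± 22.7 at P0 (SD, n = 3 each), a log2 fold change of 4.64 (SE 0.64, adjusted p = 0.00185). The P0 libraries differed widely there, with 43.4, 46.2 and 5.60 CPM in replicates 1, 2 and 3, and with limma-voom the adjusted p was 0.0717, against a range of 1.03e-08 to 0.0717 over all alternatives. The other 9 regions passed the threshold under each alternative that tested them.

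A region on chromosome 10, from 96162843 to 96163562, was listed as the promoter of the gene with identifier ENSMUSG00000094523, between Eea1 and Btg1. Its accessibility rose from 1.81 ± 1.13 to 9.68 ± 0.927 CPM (SD, n = 3 each), with a log2 fold change of 2.42 (SE 0.40, adjusted p = 0.00424). Within Plch1 and outside its exons, the region from 63878408 to 63879940 on chromosome 3 rose from 5.49 ± 1.82 to 26.9 ± 5.22 CPM (log2 fold change 2.29, SE 0.27, adjusted p = 0.00109). On chromosome 7, the intergenic region from 11034082 to 11035745 had a log2 fold change of 2.15 (SE 0.38, adjusted p = 0.00634). It lay between Zscan4c and Zscan4d, members of a family of near-identical genes, so the assignment of its counts to this copy is uncertain. The last of the 5 gains overlapped an exon of Mocs2 on chromosome 13, from 114821591 to 114822324, and rose from 2.74 ± 0.149 to 10.98 ± 1.42 CPM (log2 fold change 1.99, SE 0.29, adjusted p = 0.00242).

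Among the losses, 4 of the 5 regions lay between genes. The region from 78455885 to 78457006 on chromosome 4, between Ptprd and Tyrp1, fell from 14.8 ± 4.47 CPM at E14.5 to 1.85 ± 0.107 at P0 (SD, n = 3 each), a log2 fold change of -2.98 (SE 0.32, adjusted p = 0.00109). On chromosome 1, the region from 25420427 to 25421217 overlapped an exon of the gene listed as Bai3, which RefSeq names Adgrb3. It fell from 14.3 ± 1.28 to 2.28 ± 0.277 CPM, with a log2 fold change of -2.63 (SE 0.28, adjusted p = 0.00109). The remaining losses had log2 fold changes of -2.59 on chromosome 12 (64335088 to 64335868, between Lrfn5 and Fscb), -2.55 on chromosome 10 (101329832 to 101330889, between 1700017N19Rik and Mgat4c) and -2.53 on chromosome 4 (69459511 to 69461027, between Brinp1 and Cdk5rap2). Their adjusted p-values from edgeR were 0.00213, 0.00217 and 0.000725.

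**Figure D3:**
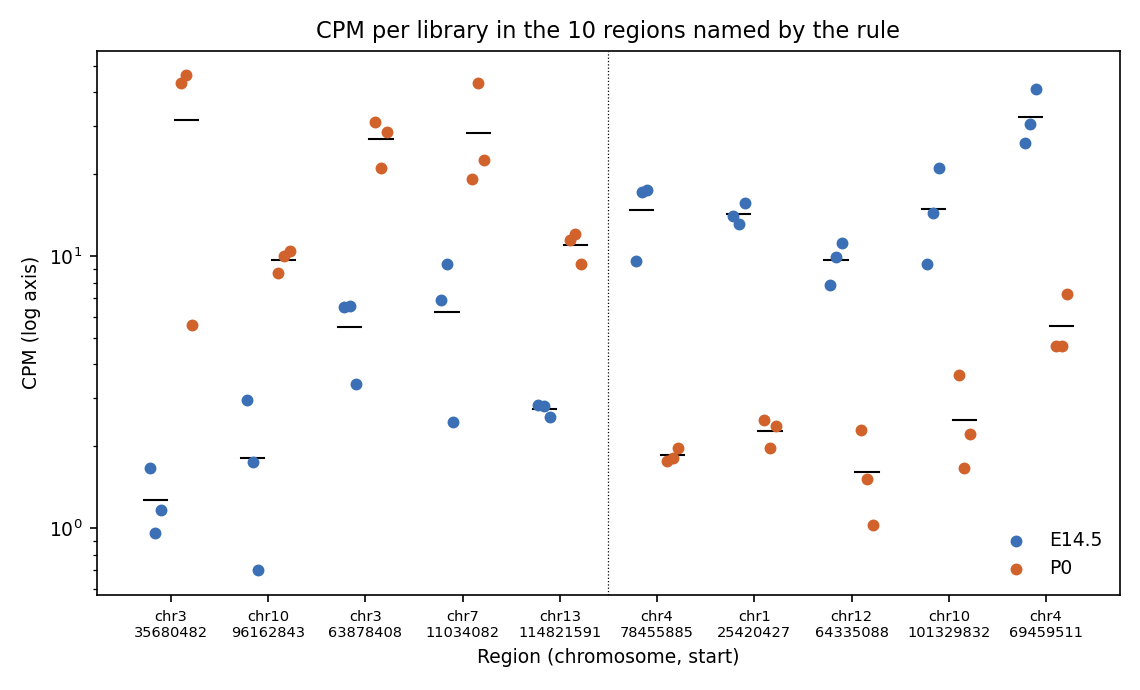
CPM (log axis) of each library in the 5 regions with the largest gains (left of the dotted line) and the 5 with the largest losses at P0 (right), with a bar at the mean of each stage. In the first region the P0 libraries run from 5.60 to 46.2 CPM, and in all 10 regions the stages do not overlap.

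A list of 26 genes of the nephron lineage was fixed before the data were examined, with 12 progenitor, 10 differentiation and 4 developmental timing genes. Within their gene bodies and 10 kb on either side lay 53 regions at 21 of the genes. Of the 53 regions, 4 passed the threshold over all regions tested and 5 when adjusted over the list alone, and 12 had an unadjusted p under 0.05. A region within Eya1 on chromosome 1, from 14217690 to 14219288 and outside its exons, fell from 17.2 ± 2.45 to 6.35 ± 0.446 CPM (SD, n = 3 each; log2 fold change -1.43, SE 0.23, adjusted p = 0.00370). Within Itga8, the gene of the selection antigen, a region outside the exons on chromosome 2 (12221390 to 12222681) fell from 29.5 ± 6.24 to 11.7 ± 4.52 CPM (log2 fold change -1.31, SE 0.27, adjusted p = 0.0120). A promoter region of Lin28b on chromosome 10, from 45467808 to 45470665, fell from 24.5 ± 1.99 to 12.9 ± 0.918 CPM (log2 fold change -0.93, SE 0.19, adjusted p = 0.0134). An intergenic region within 10 kb of Pax8 on chromosome 2, from 24416364 to 24418243, rose from 12.6 ± 0.785 to 24.6 ± 3.52 CPM (log2 fold change 0.98, SE 0.20, adjusted p = 0.0126). Eya1 had 3 regions, Itga8 and Lin28b 4 each and Pax8 5, of which only those named here passed. The remaining Eya1 regions had log2 fold changes of 0.73 and -0.40 (adjusted p = 0.152 and 0.340 in edgeR). A change of single regions thus does not show a change of the whole gene.

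The fifth call over the list alone was a region near Lin28a on chromosome 4 (134000292 to 134001922), listed as a promoter of Dhdds, with a log2 fold change of -0.73 (SE 0.22) and an adjusted p of 0.0744 over all regions in edgeR. The Itga8, Lin28b and Pax8 regions no longer passed over all regions without E14.5 replicate 3, with adjusted p-values of 0.0994, 0.0960 and 0.0738, or without P0 replicate 1, with 0.0742, 0.0738 and 0.0609. Over all alternatives their adjusted p-values ranged from 0.000401, 0.00190 and 0.00177 to 0.0994, 0.0960 and 0.0738. The Eya1 region passed in each alternative, with adjusted p-values from 1.93e-05 to 0.0400.

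By the annotation columns of the table, 32.4% of the 43523 regions were promoters, 5.67% overlapped an exon without being promoters, 22.9% lay in a gene outside exons and 39.0% were intergenic. The midpoints of 60.5% of regions fell within a RefSeq gene, against 48.7% ± 0.241 (SD) over 100 sets of shuffled regions, an excess of 11.8 percentage points. Counting any overlap with a gene in place of the midpoint gave an excess of 15.3 points.

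Promoters made up 5.83% of the changed regions (120 of 2059) and 33.7% of the remaining regions, an odds ratio of 0.122 in a two-sided Fisher's exact test (p = 1.35e-198), which treats regions as independent. Within strata of region length and mean abundance the odds ratio was 0.182. Of the regions lower at P0, 62.5% were intergenic, against 389 of the 778 regions higher at P0 and 38.1% of the regions not past the threshold. Over all regions, the median log2 fold change was -0.10 at promoters and 0.10 elsewhere.

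The 2 stages shared 1 region set without scores per region, so peak sets and peak scores of the stages could not be compared. The authors' deposited table classed 1243 distinct regions as opening and 1081 as closing, all with an adjusted p-value below 0.1. At an adjusted p-value under 0.05, the authors' deposited table held 607 distinct regions, 593 of which were among the 2059. Of the regions that the authors' deposited table classed as opening, 768 were among the 778 higher at P0. Of those classed as closing, 953 were among the 1281 lower. These counts set classes at 0.1 against edgeR calls at 0.05. At an adjusted p under 0.1 in edgeR, 1154 of the opening and 1014 of the closing regions passed in the same direction. Across regions, the log2 fold changes of the authors' deposited table had a Pearson correlation of 0.975 with those of the edgeR fit. Opening regions made up 53.5% of the changed regions in the authors' deposited table, against 45.8% higher at P0 in the edgeR fit at an adjusted p under 0.1.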

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

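The number of changed regions (2059) stayed within 1.5 times its value under the other scalings, filters, region sets and tests tried, from 1908 to 2778, with the exceptions given here. With a threshold of 0.01 the counts were 539 in all, 103 higher and 436 lower at P0, and with a threshold of 0.1 they were 3490 in all and 1599 higher. The first surrogate variable as a covariate raised them to 3579 in all, 1635 higher and 1944 lower, and all of the 2059 regions were among the 3579. That variable was estimated from the same counts, and it ordered the 6 libraries in the exact reverse of the second principal component. In P0 replicates 2 and 3 it was -0.681 and 0.578, where the component was 52.6 and -61.5. Whether taking out this spread within the stages gave the increase to 3579 regions was not tested. With total-count scaling 1845 of the 2059 regions were called again, and with the DESeq2 Wald test 2058. No scaling moved the median log2 fold change of all regions by over 0.1.

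Across the 6 fits that each left out one library, from 339 to 2987 regions passed, from 56 to 1692 higher and from 283 to 1381 lower at P0. The low counts came without E14.5 replicate 3 (339, of which 338 were among the 2059), without P0 replicate 1 (474, of which 469) and without E14.5 replicate 1 (1099, of which 1067). Fewer libraries leave fewer degrees of freedom, but the count rose to 2987 without E14.5 replicate 2, and the cause of that rise was not tested. In that fit 56.6% of the changed regions were higher at P0 against 37.8% with all libraries, so the direction of the changed regions reversed, and this cause was not tested either. The share was between 15.0% and 45.8% in all other settings. Leaving out the E14.5 library or the P0 library with replicate number 2 also reversed the sign of the difference in total counts, to 534821 and 1265622 counts, and over the 6 fits it ran from -1634195 to 1265622 counts.

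Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many regions, which was the real split. The other 9 splits gave 0 regions each, with 190 to 3855 regions at an unadjusted p under 0.05 against 8140 in the real split. With 10 splits the share cannot fall under 0.1, so chance cannot be ruled out by this count alone. On autosomes alone 2129 regions passed, so that an unequal ratio of the sexes in the pooled litters does not account for the changed regions as a whole. Total-count scaling gave 1945 regions with the 10 regions with the most counts and 1909 without them, which argues against these regions as the origin of the calls. The setting with autosomes alone was fixed before the data were examined, but its use as a test of the sex ratio was chosen after its result was seen. Leaving out the 10 regions was added after the data were seen, and what it would show was written down before its result.

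The depletion of promoters among the changed regions held in the settings tried, with odds ratios from 0.0719 to 0.188. Promoter share and the share of the top 1% of regions were lower at P0 in each fit, with no p that the design could bring under the threshold. The excess of regions in genes over shuffled regions was 15.3 points when any overlap counted, against 11.8 points by midpoint, and the cause was not tested. With overlapping regions merged first it was 11.8 points. The difference between the mean correlations within and between stages was 0.0565, and 0.0561 over regions with at least 10 counts in every library.

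At the preset genes 4 regions passed over all regions tested, and from 1 to 5 across the 6 fits that each left out one library, with 1 without E14.5 replicate 3 and 1 without P0 replicate 1. Adjusted over the list alone, 5 regions passed, from 4 to 10 across the fits that each left out one library (10 without P0 replicate 2), 8 with the first surrogate variable as a covariate and 3 with gene bodies only, where fewer regions were tested. The cause of the 2 higher counts was not tested. The 14 named regions gave 265 values under the alternatives, of which 258 kept direction and call, 7 fell below the threshold and none reversed. Of the 7, 6 came from leaving out 1 library and 1 from limma-voom.

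The replicate numbers of the stages did not pair the libraries. The deviations of same-numbered libraries from their stage means had correlations of 0.0666, -0.14 and 0.0767. With a replicate block 1834 regions passed, 652 higher and 1182 lower at P0, and 1693 of these were among the 2059.

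Leaving out the filter on low counts changed nothing, because the filter removed 0 regions, so that setting tests nothing. A correction for GC content, alone or together with the block, was not run because no genome sequence was used here. A promoter window of 2.5 kb was not run, since promoters came from the table's own column. Stricter peak scores or reproducibility thresholds were not run, as the regions carry no score, and a pseudocount does not apply to a test on counts. With 3 libraries per stage at the depth and spread of these data, 37.5% of 200 simulated 2-fold changes were recovered. With another number of changed regions the share would differ, so it is no estimate for the real counts. Regions without a call are not shown to be stable.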

Other observations

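Of the tests in this part, those on marker lists and on single libraries for the forkhead pattern were laid down before their results were seen, and all others after.

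Regions with forkhead motif matches were over-represented among the regions lower at P0. Of the 1281 regions, 502 carried a match, which was 39.2% against 20.5% of the unchanged regions and 19.3% of the regions higher at P0. Region length, depth and promoter status do not account for the whole excess, because within strata of all 3 the observed number was still 1.68 times the expected 298.1. Of 21 forkhead names tested, 20 were over-represented after adjustment over 54 names, the strongest by ratio being Foxc1 (66 regions, 2.62 times the expected number). The pattern did not come from 1 library: in fits that each left out one library the lowest ratio was 1.64, and over the 19 fits made, all scalings included, it ran from 1.61 to 1.84 without a reversal. Each of the 20 chromosomes with a region lower at P0 had more matches than expected. As a value per library, the accessibility of forkhead regions relative to other regions of their stratum was centred on 0 over the 6 libraries. It was 0.039 ± 0.026 log2 units at E14.5 and -0.039 ± 0.022 at P0 (SD, n = 3 each; exact permutation p = 0.1, the smallest that 3 against 3 allow). Only the difference of -0.078 between the stages can therefore be read, and not the level at either stage.

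What stays open for this pattern is base composition and cell composition. Forkhead motifs are AT-rich, and regions with Sox matches, which are AT-rich too, came to 1.09 times the expected number among the regions lower at P0 (202 regions). Single Sox names differed there, with ratios from 0.764 for Sox3 to 1.55 for Sox18, and none passed after adjustment. The GC-rich matches of E2F (ratio 0.505) and Maz (ratio 0.610) were under-represented, as a shift towards AT-rich regions would also give. For E2F this was not specific to the regions lower at P0, since its ratio in the regions higher at P0 was 0.611. Maz had a ratio of 1.14 in the regions higher at P0. The motif itself and AT-rich sequence cannot be told apart without the sequence of the regions, which was not used here. Among the other families, Meis had a ratio of 1.44, Smad of 0.566 and AP-1 of 1.03 in the regions lower at P0. The Meis ratio came from Meis1 (1.53), since Meis2 had 0.939. In these regions 12 single names were under-represented after adjustment, and 2 names besides the forkhead names were over-represented. AP-1 matches had a ratio of 1.43 in the regions higher at P0 (38 regions), but no name was over-represented there after adjustment. More stromal cells in the E14.5 isolates might also bring forkhead matches. Regions at stromal marker genes had a median log2 fold change of 0.078, at the 86.9th percentile of random sets, with 9 of 24 regions lower at P0. These members go both ways and most were near 0, so a small change in stromal cells cannot be told apart from none. The 1 stromal region past the threshold, at Alx1, was lower at P0 (log2 fold change -1.62, adjusted p = 0.00453 in edgeR). A change of the progenitors with stage is a further candidate explanation and was not tested separately.

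The other marker lists showed no change that held after adjustment over the 5 lists. Median log2 fold changes were -0.19 over 19 regions at endothelial genes, -0.16 over 8 regions at immune genes, -0.08 over 28 regions at genes of the differentiated nephron and -0.02 over 12 regions at ureteric genes. Among random sets these medians stood at percentiles 2.99, 11.6, 12.98 and 63.6, so the endothelial list lay furthest out of the 5. The endothelial, immune and nephron lists each had 1 region past the threshold, and the ureteric list had 0, with 0 also at an unadjusted p under 0.05. The endothelial list had a fry p of 0.0432 (adjusted 0.216) and a camera p of 0.482. For the immune, nephron and ureteric lists the fry p was 0.192, 0.974 and 0.761. For the stromal list the fry p was 0.945. No list was called by camera or by fry after adjustment. How many of the listed genes are also used by nephron progenitors was not tested.

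The second principal component followed the total counts of the libraries, with a Pearson r of -0.964 and a Spearman rho of -0.943 over 6 libraries (exact permutation p = 0.00556 and 0.0167, adjusted over 4 relations 0.0111 and 0.0222). Without the 2 libraries farthest from the median total, r was -0.892 over 4 libraries. Sequencing depth itself does not explain the component, since r was -0.966 after all libraries had been thinned to the same total. The component also followed the share of counts in the 10 regions with the most counts, with r = 0.928 and rho = 0.943 (exact permutation p = 0.0139 and 0.0167, adjusted 0.0185 and 0.0222), and r was 0.953 without the 2 libraries farthest from the median share. Computed without the regions with the most counts, the component hardly moved. It was 32.1, -29.0 and 14.9 in E14.5 replicates 1, 2 and 3, against 32.1, -28.7 and 15.2 with them. In P0 replicates 1, 2 and 3 it was -9.43, 52.7 and -61.3, against -9.76, 52.6 and -61.5. The component therefore does not rest on these regions' own values. An effect of their share on the other regions is not tested by leaving them out. That share was 8.79% to 16.7% of a library's counts and varied together with the total counts over the 6 libraries. Such an effect thus cannot be told apart from other differences between the preparations. A feature of the preparations that goes with both yield and signal may remain, such as the share of reads in regions or the number of amplification cycles, neither of which was analysed here. Each stage alone had too few libraries to test the relation, and no test over all 6 with stage as a term was run. The component differed within both stages: it was lowest in E14.5 replicate 2 and P0 replicate 3, the pair with the highest correlation between stages.

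The region with the largest gain at P0, on chromosome 3 from 35680482 to 35680979, stood apart from its surroundings. It had 14, 11 and 10 counts in the E14.5 libraries and 417, 305 and 71 in the P0 libraries. A copy number difference over a wider segment is argued against by the 5 neighbouring regions within 200 kb, whose median log2 fold change was -0.037 and none of which passed the threshold. A variant of the region alone, carried by some of the outbred CD1 litters, would leave the neighbours as they are and stays open, as does a change with stage. No sequence was used here to separate these.

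The table's columns that link regions to enhancer target genes do not belong to the regions of their rows. Of 183214 links between a region and a gene, 998 (0.545%) lay on the region's chromosome, where pairing at random would give 5.43%. The linked genes of successive rows followed genome order, with a rank correlation of 0.999 between row number and genome position beyond chromosome 2, so the columns are consistent with rows set out of step with the regions. The motif columns were not out of step: 0% of regions with motif matches had a match position beyond the region's end, where shuffled region lengths would give 19.4%. Nor was the gene column, with 99.98% of the regions matched by name on the chromosome of their gene. Not every other annotation column was checked in this way. The links were therefore used only to pair gene identifiers with names. No biological explanation was tested.

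The Y chromosome took 0.213% of the counts in P0 replicate 1 (95% Wilson interval 0.210% to 0.216%) and 0.0929% in E14.5 replicate 2 (0.0911% to 0.0947%), the highest and lowest shares, over 139 regions. An unequal ratio of the sexes in the pooled litters could give this, and would lower the X share where the Y share is high. The X and Y shares had a Spearman rho of -0.257 over 6 libraries (exact permutation p = 0.658, adjusted 0.658) and a Pearson r of -0.195 (p = 0.689 by exact permutation, adjusted 0.689), and r was -0.638 without the 2 libraries farthest from the median. With 6 libraries and an X share that also varied between stages, this explanation cannot be told apart from other differences between the libraries.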
